# Genetic architecture of heart mitochondrial proteome influencing cardiac hypertrophy

**DOI:** 10.7554/eLife.82619

**Published:** 2023-06-05

**Authors:** Karthickeyan Chella Krishnan, Elie-Julien El Hachem, Mark P Keller, Sanjeet G Patel, Luke Carroll, Alexis Diaz Vegas, Isabela Gerdes Gyuricza, Christine Light, Yang Cao, Calvin Pan, Karolina Elżbieta Kaczor-Urbanowicz, Varun Shravah, Diana Anum, Matteo Pellegrini, Chi Fung Lee, Marcus M Seldin, Nadia A Rosenthal, Gary A Churchill, Alan D Attie, Benjamin Parker, David E James, Aldons J Lusis

**Keywords:** proteomics, metabolic syndrome, genetic, association studies, mitochondria, hypertrophy, heart failure, Mouse

## Abstract

Mitochondria play an important role in both normal heart function and disease etiology. We report analysis of common genetic variations contributing to mitochondrial and heart functions using an integrative proteomics approach in a panel of inbred mouse strains called the Hybrid Mouse Diversity Panel (HMDP). We performed a whole heart proteome study in the HMDP (72 strains, n=2-3 mice) and retrieved 848 mitochondrial proteins (quantified in ≥50 strains). High-resolution association mapping on their relative abundance levels revealed three *trans*-acting genetic loci on chromosomes (chr) 7, 13 and 17 that regulate distinct classes of mitochondrial proteins as well as cardiac hypertrophy. DAVID enrichment analyses of genes regulated by each of the loci revealed that the chr13 locus was highly enriched for complex-I proteins (24 proteins, *P*=2.2E-61), the chr17 locus for mitochondrial ribonucleoprotein complex (17 proteins, *P*=3.1E-25) and the chr7 locus for ubiquinone biosynthesis (3 proteins, *P*=6.9E-05). Follow-up high resolution regional mapping identified NDUFS4, LRPPRC and COQ7 as the candidate genes for chr13, chr17 and chr7 loci, respectively, and both experimental and statistical analyses supported their causal roles. Furthermore, a large cohort of Diversity Outbred mice was used to corroborate *Lrpprc* gene as a driver of mitochondrial DNA (mtDNA)-encoded gene regulation, and to show that the chr17 locus is specific to heart. Variations in all three loci were associated with heart mass in at least one of two independent heart stress models, namely, isoproterenol-induced heart failure and diet-induced obesity. These findings suggest that common variations in certain mitochondrial proteins can act in *trans* to influence tissue-specific mitochondrial functions and contribute to heart hypertrophy, elucidating mechanisms that may underlie genetic susceptibility to heart failure in human populations.

## Introduction

Mitochondrial functions play a major role in the pathophysiology of several metabolic syndrome traits including obesity, insulin resistance and fatty liver disease (Yin et al., 2014; Chouchani et al., 2014; Begriche et al., 2006; Sanyal et al., 2001; Kim et al., 2008). There is now substantial evidence showing that genetic variation in mitochondrial functions contribute importantly to ‘complex’ diseases such as cardiovascular diseases (CVD) (Wallace, 2018). A scientific statement from the American Heart Association summarizes the central role of mitochondria in heart disease (Murphy et al., 2016). Mitochondrial bioenergetics and other functions impinge on virtually all aspects of the cell, including energy, cellular redox, apoptosis, and substrates for epigenetic modifications. Mitochondrial dysfunction also contributes to the development of heart failure (Brown et al., 2017; Zhou and Tian, 2018). The primary putative mechanism linking mitochondrial dysfunction to heart failure is decreased oxidative respiration leading to contractile failure. However, many other mechanisms have been postulated in recent years to implicate mitochondrial dysfunction in heart failure. They include excessive oxidative stress leading to inflammation, cell damage, and cell death; disturbed calcium homeostasis that triggers the opening of the mitochondrial permeability transition pore (mPTP), leading to loss of membrane potential, and eventual cell death. Therefore, mitochondria are an attractive target for heart failure therapy (Brown et al., 2017). Despite evidence showing that genetic variation in mitochondrial proteins is linked to disease, most studies tend to overlook the role of genetic variation in exploring the link between mitochondrial function and relevant phenotypes. To this end, we employ a ‘systems genetics’ approach to address this issue.

Our laboratory uses a combination of genetics, molecular biology, and informatics to investigate pathways underlying common cardiovascular and metabolic disorders. We exploit natural genetic variation among inbred strains of mice (and among human populations where possible) to identify novel targets and formulate hypotheses, taking advantage of unbiased global multi-omics technologies, such as transcriptomics, metabolomics, and proteomics, to help decipher causal mechanisms that drive complex traits. This ‘systems genetics’ approach integrates natural genetic variation with omics-level data (such as global protein abundance levels) to examine complex interactions that are difficult to address directly in humans. It shares with systems biology a holistic, global perspective (Civelek and Lusis, 2014; Seldin et al., 2019). Typically, a genetic reference population is examined for relevant clinical traits as well as global molecular traits, such as proteomics, and the data are integrated using correlation structure, genetic mapping, and mathematical modeling (Civelek and Lusis, 2014; Seldin et al., 2019).

Our systems genetics approach utilizes a well-characterized genetic reference population of 100 inbred mice strains, termed the Hybrid Mouse Diversity Panel (HMDP) (Lusis et al., 2016). The design of the HMDP resource, consisting of a panel of permanent inbred strains of mice that can be examined for many phenotypes, has proved invaluable for studying metabolic syndrome traits. Major advantages of this approach are that the mapping resolution for complex traits is superior to traditional genetic crosses and the use of inbred strains affords replication of biological measures. It also facilitates studies of gene-by-environment and gene-by-sex interactions, which are difficult to address in human populations. Using this resource, we have characterized several cardiometabolic traits in both sexes over the last 10 years (Parks et al., 2013; Parks et al., 2015; Rau et al., 2015; Org et al., 2016; Wang et al., 2016; Seldin et al., 2017; Rau et al., 2017; Norheim et al., 2017; Norheim et al., 2018; Hui et al., 2018; Seldin et al., 2018; Chella Krishnan et al., 2018; Chella Krishnan et al., 2019; Norheim et al., 2019; Chella Krishnan et al., 2021).

In the present study, we have explored the genetic regulation of mitochondrial pathways and their contribution to heart function in the HMDP. Using an integrative proteomics approach, we now report the identification of three independent genetic loci that control distinct classes of mitochondrial proteins as well as heart hypertrophy. Each locus contains proteins previously shown to affect heart pathophysiology but by unknown mechanisms. Our results show that genetic diversity in the mitochondrial proteome plays a central role in heart pathophysiology.

## Results

### Genetic architecture of the heart mitochondrial proteome revealed three *trans*-regulatory hotspots

To investigate the effects of genetics on the heart proteome, we first performed a whole heart proteomic analysis in the HMDP (72 strains, n=2–3 mice, female sex; listed in Supplementary file 1a) and surveyed mitochondrial localization using MitoCarta3.0 (Rath et al., 2021). We retrieved abundance data for 848 of these proteins (quantified in ≥50 strains) and performed high-resolution association mapping on their respective abundance levels to the HMDP genotypes. Genetic variants associated to the protein abundance of nearby genes (<1 Mb) were referred to as *cis*- protein quantitative trait loci (pQTLs) and the remainder were referred to as *trans*-pQTLs. When a *trans*-pQTL locus is associated to multiple proteins, we defined it as a *trans*-pQTL hotspot. Using these criteria, we identified three hotspots, located on chromosome (chr) 7, chr13 and chr17, respectively (Figure 1A).

**Figure 1.**
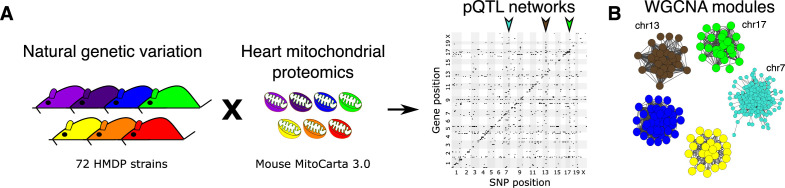
Genetic architecture of heart mitochondrial proteome. (**A**) High-resolution association mapping of 848 heart mitochondrial proteins from 72 HMDP strains to identify pQTL networks. Associations between protein abundance levels and genetic variants located within 1 Mb of the respective gene location were considered as *cis*-pQTLs (p<1E-05) shown along the diagonal axis and the rest were considered as *trans*-pQTLs (p<1E-06). Three *trans*-pQTL hotspots are indicated by arrows. (**B**) Five WGCNA modules and the respective *trans*-pQTL hotspots are shown. HMDP, hybrid mouse diversity panel; pQTL, protein quantitative trait locus; WGCNA, weighted gene co-expression network analysis.

To identify the aspects of mitochondrial metabolism regulated by these loci, we constructed co-expression protein networks using weighted gene co-expression network analysis (WGCNA; Langfelder and Horvath, 2008) and identified five modules (Figure 1B and Supplementary file 1b). Eigengenes, representing the first principal component of two of these modules (Brown and Green), mapped to the same regions as the chr13 and chr17 loci, respectively. DAVID enrichment analyses (Huang et al., 2009) revealed that the chr13 locus (26 proteins; Figure 2A and Supplementary file 1c) that overlapped with Brown module (67 proteins, 96% overlap) was highly enriched for mitochondrial complex-I proteins (24 proteins, p=2.2E-61), and the chr17 locus (22 proteins; Figure 3A and Supplementary file 1d) that overlapped with Green module (38 proteins, 73% overlap) was highly enriched for mitochondrial ribonucleoprotein complex proteins (17 proteins, p=3.1E-25). The hotspot proteins in the chr7 locus (26 proteins; Figure 4A and Supplementary file 1e) were found primarily in the Turquoise module (402 proteins, 81% overlap) and was highly enriched for ubiquinone biosynthesis (3 proteins, p=6.9E-05).

**Figure 2.**
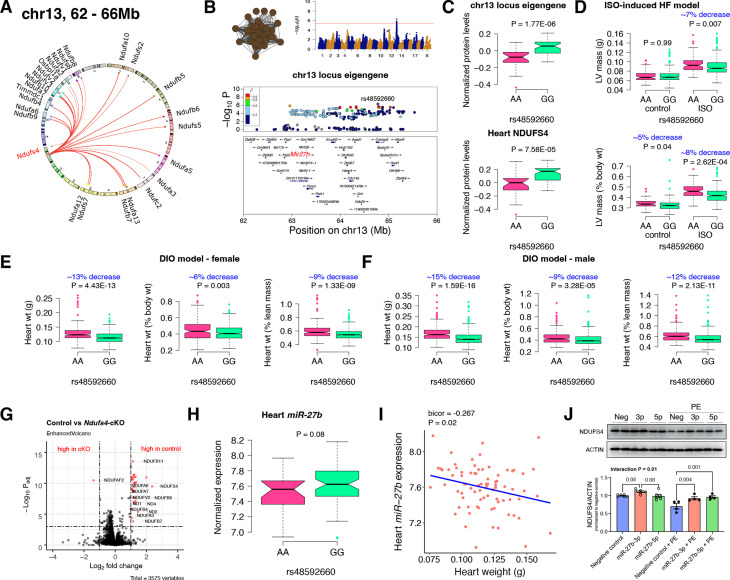
Chr13 locus controls mitochondrial complex-I *via miR-27b*/NDUFS4 axis. (**A**) Circos plot showing chr13 hotspot. Each line signifies a significant association between the genetic variants and the respective protein levels with candidate genes being highlighted. (**B**) Manhattan and regional plots of chr13 locus (brown module) eigengene, respectively. Red line signifies genome-wide significance threshold (p<4.1E-06). The peak SNPs and the candidate genes are highlighted. Genotype distribution plots of (**C**) protein levels and eigengenes, and cardiac phenotypes from (**D**) ISO-induced HF model and (**E**) female and (**F**) male DIO model at peak SNP (rs48592660) associated with chr13 locus. (**G**) Volcano plot showing differentially expressed protein levels between control and heart-specific *Ndufs4*-cKO mice (n=5 mice/group). Significantly different proteins (significance cutoff: abs[log_2_FC]>1 and P_adj_ <0.001) are highlighted in red. (**H**) Genotype distribution plots of heart *miR-27b* expression at peak SNP (rs48592660) associated with chr13 locus. (**I**) Gene-by-trait correlation plot between heart weight phenotype and heart *miR-27b* expression. (**J**) Immunoblot analyses of NDUFS4 protein levels in NRVMs transfected with mature *miR-27b* in the presence or absence of PE treatment. Data are presented as (**C–F and H**) boxplots showing median and interquartile range with outliers shown as circles (n=68–72 strains for protein levels; n=92–95 strains for ISO-model; n=92–100 strains for DIO-model; n=78 strains for miRNA levels) or (**J**) mean ± SEM (n=4–6 per group). p Values were calculated using (**A and B**) FaST-LMM that uses Likelihood-Ratio test; (**C–F and H**) Unpaired two-tailed Student’s t test; (**I**) BicorAndPvalue function of the WGCNA R-package that uses Unpaired two-tailed Student’s t test; (**J**) two-factor ANOVA corrected by post-hoc “Holm-Sidak’s” multiple comparisons test. ISO, isoproterenol; HF, heart failure; DIO, diet-induced obesity; NRVMs, neonatal rat ventricular myocytes; PE, phenylephrine. Figure 2—source data 1.Uncropped blots for Figure 2, panel J.Uncropped immunoblots probed for NDUFS4 (left) and ACTIN (right) protein levels in NRVMs transfected with mature miR-27b in the presence or absence of PE treatment. Corresponding molecular weight markers are labelled on the right side of each blot. Figure 2—source data 2.Raw unedited and uncropped blots for Figure 2, panel J.

**Figure 3.**
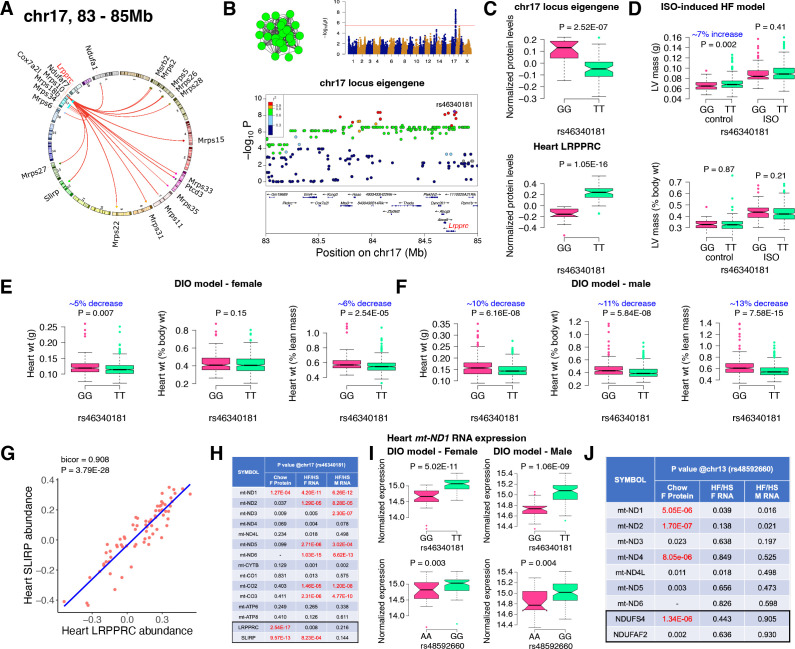
Chr17 locus controls mitoribosomes *via* LRPPRC/SLIRP. (**A**) Circos plot showing chr17 hotspot. Each line signifies a significant association between the genetic variants and the respective protein levels with candidate genes being highlighted. (**B**) Manhattan and regional plots of chr17 locus (green module) eigengene, respectively. Red line signifies genome-wide significance threshold (*P*<4.1E-06). The peak SNPs and the candidate genes are highlighted. Genotype distribution plots of (**C**) protein levels and eigengenes, and cardiac phenotypes from (**D**) ISO-induced HF model and (**E**) female and (**F**) male DIO model at peak SNP (rs46340181) associated with chr17 locus. (**G**) Protein-by-protein correlation plot between heart LRPPRC and SLIRP abundance levels. (**H**) Association p values between mtDNA-encoded mRNA expression or protein abundance levels and peak SNP (rs46340181) associated with chr17 locus in both sexes of HMDP. (**I**) Genotype distribution plots of heart *mt-ND1* mRNA expression from female and male DIO model at peak SNPs associated with chr17 (rs46340181) or chr13 (rs48592660) loci, respectively. (**J**) Association p values between mtDNA-encoded complex-I related mRNA expression or protein abundance levels and peak SNP (rs48592660) associated with chr13 locus in both sexes of HMDP. Data are presented as (**C–F and I**) boxplots showing median and interquartile range with outliers shown as circles (n=68–72 strains for protein levels; n=92–95 strains for ISO-model; n=92–100 strains for DIO-model). p Values were calculated using (**A, B, H and J**) FaST-LMM that uses Likelihood-Ratio test; (**C–F and I**) Unpaired two-tailed Student’s t test; (**G**) BicorAndPvalue function of the WGCNA R-package that uses Unpaired two-tailed Student’s t test. Figure 3—source data 1.Raw data for Figure 3, panel H.Association p values between mtDNA-encoded mRNA expression or protein abundance levels and peak SNP (rs46340181) associated with chr17 locus in both sexes of HMDP. p Values were calculated using FaST-LMM that uses Likelihood-Ratio test. Figure 3—source data 2.Raw data for Figure 3, panel J.Association p values between mtDNA-encoded complex-I related mRNA expression or protein abundance levels and peak SNP (rs48592660) associated with chr13 locus in both sexes of HMDP. p Values were calculated using FaST-LMM that uses Likelihood-Ratio test.

**Figure 4.**
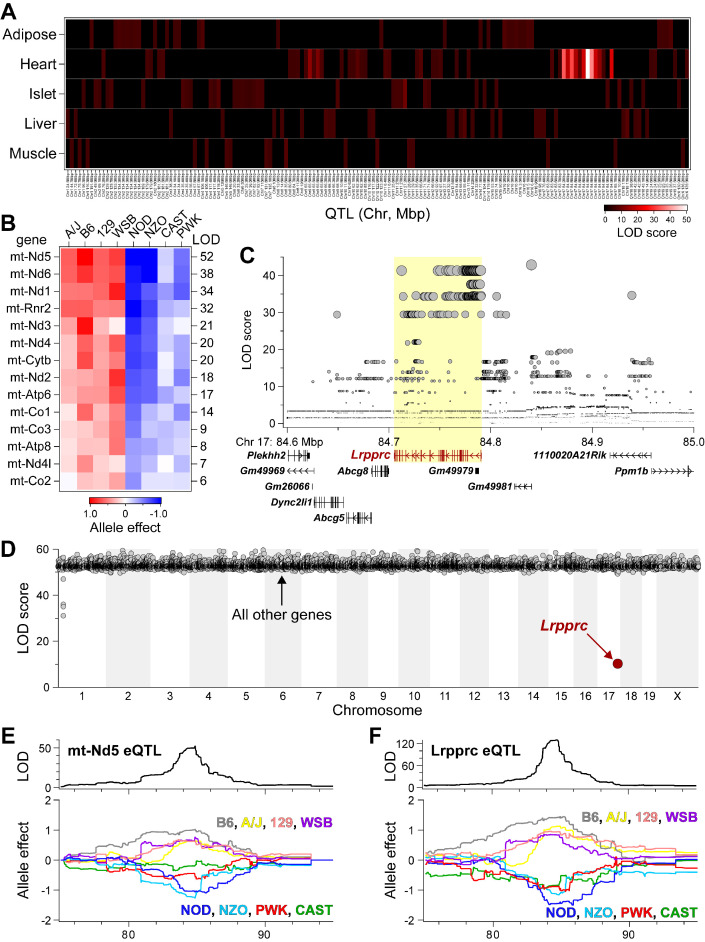
*Lrpprc* regulates an mt-encoded eQTL hotspot specifically in heart of DO mice. (**A**) Heatmap illustrates all eQTL (LOD >6) for mt-encoded transcripts that were identified in Adipose (Wang et al., 2012), Heart (Ruzzenente et al., 2012), Islet (Gu et al., 2016), Liver (Rath et al., 2021), and Muscle (Wang et al., 2016) from Diversity Outbred mice maintained on a Western-style diet. Mt-eQTL are arranged along x-axis according to genomic position from chr1 to chrX; z-axis depicts LOD score, highlighting a hotspot on chr17 at ~85 Mbp. (**B**) Allele effect patterns for mt-eQTL mapping to chr17 hotspot in heart. Red illustrates alleles associated with increased expression; blue, decreased expression. LOD scores are shown along right margin. (**C**) SNP association profile for mt-Nd5 eQTL in heart. *Lrpprc* contains SNPs with strongest association, yellow highlighted region. (**D**) Mediation of mt-Nd5 eQTL against all transcripts in heart. The LOD score for mt-Nd5 is significantly reduced when conditioned on a *Lrpprc* cis-eQTL, consistent with genetic regulation of *Lrpprc* being required for the regulation of mt-Nd5. The mt-Nd5 eQTL (**E**) and *Lrpprc* cis-eQTL (**F**) in heart demonstrate matched and concordant allele effect patterns, suggesting *Lrpprc* is a positive driver of mt-Nd5.

**Figure 4—figure supplement 1.**
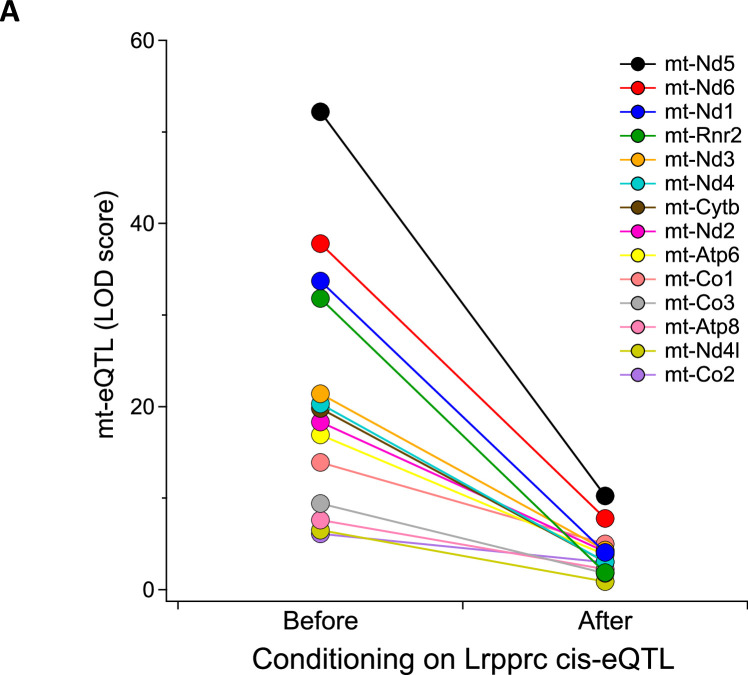
Mediation analysis identifies Lrpprc as a driver for the heart-specific mt- eQTL hotspot on chr17. LOD scores for 14 mt-eQTL at ~85 Mbp on chr17 before and after conditioning on Lrpprc cis-eQTL in the heart. The average percent drop in the LOD score for the mt-eQTL upon condition to Lrpprc was 79%, with a range of 51% (mt-Co2) to 94% (mt-Rnr2).

### Chr13 locus controls mitochondrial complex-I

First, we analyzed the chr13 locus (26 proteins) that was highly enriched for mitochondrial complex-I (Figure 2A). Mapping the eigengene of the chr13 *trans*-regulated proteins identified the peak SNP (rs48592660). NDUFS4, a protein critical for complex-I assembly and loss of which leads to cardiac hypertrophy (Chouchani et al., 2014) mapped near the locus but outside the region of linkage disequilibrium. However, within the locus was the *microRNA(miR)–23b/27b/24–1* cluster, among which *miR-27b*, a conserved regulator of NDUFS4, was identified *via* nine miRNA target prediction algorithms and one dataset of experimentally validated miRNA targets (Figure 2B and Supplementary file 1f). Cardiac overexpression of *miR-27b* has previously been shown to promote cardiac hypertrophy (Wang et al., 2012) but attenuate angiotensin II-induced atrial fibrosis (Wang et al., 2018). We therefore hypothesized that the chr13 locus regulated complex-I proteins by influencing *miR-27b* and thus NDUFS4 protein levels. Indeed, we observed higher levels of both the chr13 locus eigengene and NDUFS4 with the GG allele of the peak locus SNP (Figure 2C). To identify the functional relevance of this peak SNP, we analyzed its association in two independent heart stress models, namely, isoproterenol (ISO)-induced heart failure (Wang et al., 2016) and diet-induced obesity (DIO) (Parks et al., 2013) models. We observed significantly lower left ventricular mass under ISO stress (Figure 2D) and lower heart weight under DIO stress in both sexes (Figure 2E) of strains harboring the GG allele, thus confirming the directionality of genetic impacts on NDUFS4 protein levels and hypertrophic response.

### NDUFS4 heart-specific knockout mice had reduced mitochondrial complex-I proteins

NDUFS4 is an 18 kDa accessory subunit that is essential for the mitochondrial complex-I assembly (Zhu et al., 2016; Stroud et al., 2016; Gu et al., 2016; Kahlhöfer et al., 2017; Scacco et al., 2003). Loss-of-function mutations in NDUFS4 leads to complex-I deficiency causing a neuromuscular disease, Leigh syndrome (Leshinsky-Silver et al., 2009) and is also involved in cardiomyopathies (Chouchani et al., 2014; Karamanlidis et al., 2013; Zhang et al., 2018). Taken together, we wanted to experimentally test our hypothesis that NDUFS4 protein independently controls the complex-I protein abundance levels in heart. For this, we performed whole heart proteomic analyses in both control and heart-specific *Ndufs4*-cKO mice (n=5 mice/group). Among the abundance data for 3575 proteins, we observed 31 proteins to be significantly different between the control and cKO groups (significance cutoff: abs[log_2_FC]>1 and P_adj_ <0.001; listed in Supplementary file 1g). Strikingly, 21 of these proteins were found in the chr13 locus and these were highly enriched for complex-I proteins (30 proteins, p=3.8E-80). Notably, only one protein, NDUFAF2, was up regulated in *Ndufs4*-cKO mice (Figure 2G). This is intriguing because NDUFAF2 has been reported to stabilize complex-I in the absence of NDUFS4 and to sustain complex-I activity (Adjobo-Hermans et al., 2020; Leong et al., 2012) indicating this may be a compensatory mechanism.

### *MiR-27b* controls NDUFS4 protein levels and heart weights

As an independent corroboration and to understand the consequence of the chr13 locus on *miR-27b* expression, we independently sequenced miRNAs from DIO-stressed female HMDP strains (n=78 strains). 

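The data are small RNA libraries from hearts of female mice of the Hybrid Mouse Diversity Panel (HMDP), a collection of inbred strains that differ in their genotypes. The mice were fed chow for 8 weeks and then a high-fat, high-sucrose (HF/HS) diet for 8 weeks, and were 16 weeks old. All 85 libraries belong to this condition and were analysed. The paper gives 78 strains in its results, and 85 strains in the title of the dataset. The title of each library holds 2 numbers, which are read here as an animal number and a library number. The strain, the genotype at the chr13 peak SNP and the heart weight of each animal were not used here, so no comparison between genotypes was made. The authors made the libraries with a QIAseq kit, mapped the reads with hisat2 and counted them with htseq-count, and the deposited values are whole-number counts per mature miRNA, without normalization. The counts summed to between 1457 and 30202 per library, with a median of 12248. Between 95 and 213 miRNAs had a count in a library, with a median of 176, and 548 of the 1977 listed miRNAs had a count in any library. The paper's text does not state whether the molecular identifiers of the kit were used, so intervals cover counting error only. The libraries were normalized with edgeR's TMM method, miRNAs with low counts were left out by edgeR's filterByExpr, and log2 CPM was taken with a prior count of 2. The filter kept 51 miRNAs, which held 95.7% of the counts. No pair of libraries had counts that differed by less than the sampling noise. The lowest chi-square per degree of freedom over the 3570 pairs was 1.50, and the median was 13.5. The expression of most miRNAs divided the libraries into 2 sets that were not in the labels. The first principal component of log2 CPM, with miR-27b left out, held 75.0% of the variance. It separated 27 libraries (set B), numbered 1 to 10, 15 to 18, 20 to 21 and 49 to 59, from the other 58 (set A). Relations between miRNAs were therefore computed over all libraries and within each set.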

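MiR-27b is encoded by Mir27b (ENSMUSG00000065475.2), on chromosome 13 of GRCm38 from 63300712 to 63300784 on the plus strand. It lies 154 bases after Mir23b and 423 bases before Mir24-1 on the same strand, inside the protein-coding gene 2010111I01Rik. An exon of a nonsense-mediated decay transcript of that gene, from 63300605 to 63300793, covers it. The gene Fancc overlaps it on the minus strand. The 73-base precursor reads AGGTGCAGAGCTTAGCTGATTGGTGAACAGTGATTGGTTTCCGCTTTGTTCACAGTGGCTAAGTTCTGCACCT. It shares a stretch of 20 bases with the precursor of its paralog miR-27a. In the 85 hearts on the HF/HS diet, miR-27b-3p had 9809 counts, from 7 to 267 per library with a median of 108. MiR-27b-5p had 7 counts in 6 libraries and none in the other 79. The 3p arm thus held 99.9% of the counts of both arms (95% Wilson interval, 99.853% to 99.966%). In a library of median counts, a count of 0 allows a share of the 5p arm of up to 2.78%. The log2 CPM of miR-27b-3p had a median of 13.12 over the 85 libraries, with quartiles of 12.91 and 13.29, a range from 12.04 to 13.60 and an SD of 0.29. Of the other normalizations and filters tried, leaving out the miRNA filter changed the SD most, to 0.36. The variation between libraries was larger than counting error, with a chi-square of 3.85 per degree of freedom (p = 8.99e-30). The mean was 13.14 ± 0.30 (SD, n = 58) in set A and 12.93 ± 0.21 (SD, n = 27) in set B, a difference of 0.21 on the log2 scale (two-sided permutation test, p = 0.0013). This difference depended on the normalization. It was 0.43 without the miRNA filter (p = 1e-05, the smallest the permutations can give) and changed direction, to -0.06 (p = 0.37), with CPM without TMM. The 2 sets were found in the same data and are not conditions. They follow each other in 8 runs by library number, and the permutations shuffled single libraries. These p-values thus treat the libraries of a run as independent.

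**Figure D1:**
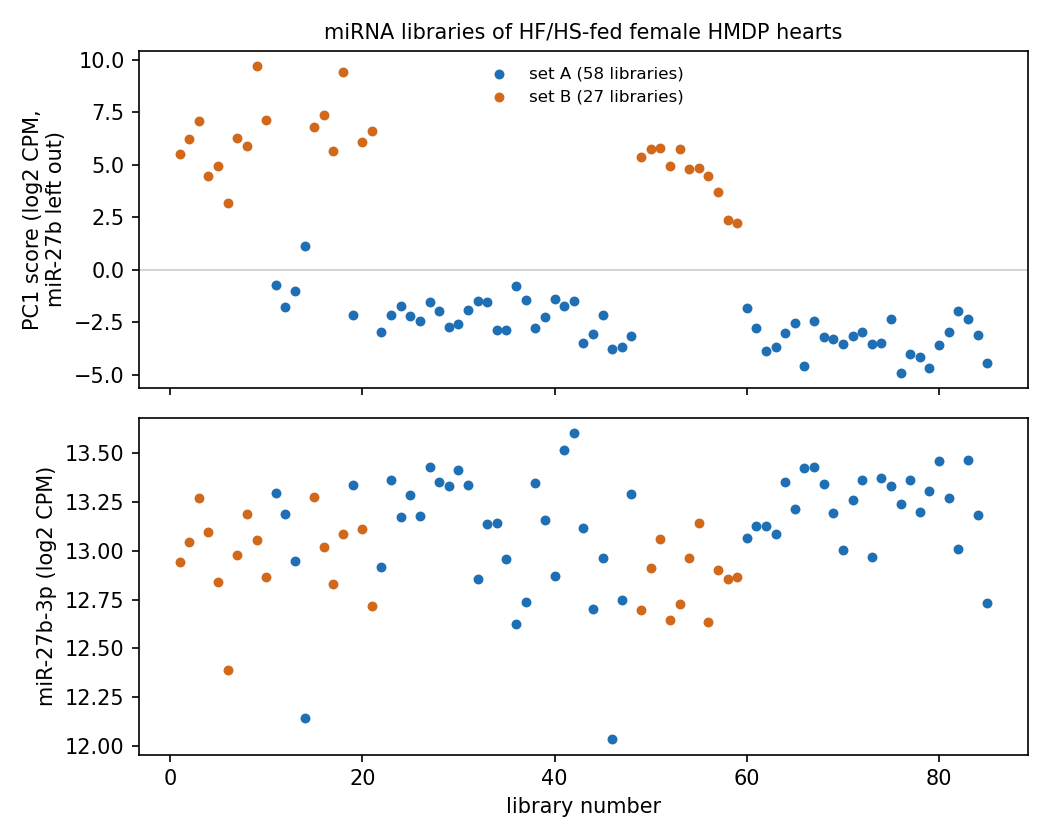
Each point is a library, plotted against its library number. The upper panel shows the score on the first principal component of log2 CPM, with miR-27b left out, and the lower panel shows the log2 CPM of miR-27b-3p. The 58 libraries of set A and the 27 of set B follow each other in 8 runs, and miR-27b-3p lies between 12.04 and 13.60.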

We found that strains harboring the GG allele had higher *miR-27b* expression (Figure 2H), and there was a significant inverse correlation between heart weights and *miR-27b* expression in these mice (Figure 2I). Based on these observations, we hypothesize that *miR-27b* increases NDUFS4 protein levels thereby reducing heart weights. To validate this observation, we transfected neonatal rat ventricular myocytes (NRVMs) with mature *miR-27b* in the presence or absence of phenylephrine (PE) treatment. The precursor miR-27b has two mature arms: miR-27b-5p and miR-27b-3p that originates from the 5’ or 3’ strand of the precursor miR-27b, respectively and are almost complementary to each other. The stability and functionality of each arm depends on the tissue/cell type and according to miRBase Sequence database (Kozomara and Griffiths-Jones, 2011) (database of published miRNA sequences and annotation), miR-27b-3p (98.8%) is more abundant than miR-27b-5p (1.2%) and therefore is assumed to be the stable and functional version. Immunoblot analyses revealed that NDUFS4 protein levels were reduced with PE treatment in the control cells but *miR-27b-3p* consistently increased NDUFS4 protein levels in both control and PE-treated conditions while *miR-27b-5p* increased NDUFS4 protein levels only in the PE-treated conditions (Figure 2J). Taken together, we conclude that the chr13 locus affects mitochondrial complex-I proteins through the *miR-27b*/NDUFS4 axis, thereby controlling heart weights.

### Chr17 locus controls mitoribosomes

Next, we analyzed the chr17 locus (22 proteins) that was highly enriched for mitochondrial ribosomal proteins (Figure 3A). We mapped the eigengene of the significantly associated mitochondrial proteins to identify the peak SNP (rs46340181). We identified LRPPRC as a candidate as it was the only protein controlled in cis by the peak SNP (Figure 3B). Importantly, LRPPRC together with SLIRP controls mitochondrial mRNA stability, enabling polyadenylation and translation (Siira et al., 2017; Chujo et al., 2012; Ruzzenente et al., 2012). Loss-of-function mutations in LRPPRC cause a congenital mitochondrial disease called Leigh syndrome, French-Canadian type that is often characterized by mitochondrial complex IV deficiency and impaired mitochondrial respiration and in some cases, neonatal cardiomyopathy and congenital cardiac abnormalities have been reported (Mootha et al., 2003; Oláhová et al., 2015). It is noteworthy that SLIRP is also under the control of the chr17 locus (Figure 3A). Further, our phenotypic associations revealed that the eigengene and LRPPRC were inversely associated with the TT allele (Figure 3C). This was functionally translated into lower heart weight in strains harboring the TT allele in both sexes under DIO stress only (Figure 3D–F). We also observed that abundance levels of both LRPPRC and SLIRP proteins were strongly correlated with each other (Figure 3G) and controlled by the chr17 locus (Figure 3A), thus demonstrating that they are co-regulated.

### LRPPRC/SLIRP protein complex controls mitochondrial transcript levels

Based on our current observations and published data, we hypothesized that high LRPPRC/SLIRP protein complex stabilizes mitochondrial transcripts, thus reducing the need to upregulate mitochondrial translation. To test this, we independently sequenced the heart transcripts from our HMDP mice that underwent DIO stress. We observed that the chr17 locus peak SNP (rs46340181), which strongly controls both LRPPRC and SLIRP proteins, is only associated with the mitochondrial mRNA expression and not their respective protein levels (Figure 3H). Moreover, this phenomenon was observed in both sexes, explaining the lack of sex bias in phenotypic associations (Figure 3E and F). In contrast, the chr13 locus that controlled complex-I proteins did not show strong associations with transcript levels in either sex (Figure 3I and J). As a specific example, Figure 3I shows that the mRNA expression of *mt-ND1* was higher in strains harboring the TT allele in both sexes under DIO stress, illustrating that upregulated LRPPRC/SLIRP is stabilizing the mitochondrial transcript (Figure 3C), resulting in reduced heart weights (Figure 3D–F).

### Corroboration with Diversity Outbred mice also identifies a heart-specific chr17 mt-eQTL hotspot controlled by LRPPRC

As independent corroboration, we utilized the Diversity Outbred (DO) mice (Svenson et al., 2012) to further explore our chr17 locus. To extend our observations about the genetics of mitochondrially encoded (mt-encoded) gene regulation, we asked if mt-encoded genes are subjected to genetic regulation in multiple tissues from a large cohort of DO mice. We used RNA-sequencing to survey gene expression that included transcripts encoded by the mitochondrial genome, in five tissues (adipose, heart, islet, liver and skeletal muscle) from ~500 DO mice that were maintained on a Western-style diet high in fat and sucrose. All DO mice were genotyped at >140 K SNPs with the GigaMUGA microarray (Morgan et al., 2015), enabling eQTL analysis of the mt-encoded transcripts. Among the five tissues surveyed, we identified 157 mt-eQTL (LOD >6) for 15 mt-encoded genes, including all 13 protein-coding genes, and the two genes that encode for ribosomal RNA proteins (Supplementary file 1h). Given that the mitochondrial and nuclear genomes are distinct, mt-encoded eQTL at nuclear loci reflect trans-acting mechanisms that bridge the two genomes (Ali et al., 2019).

While all tissues yielded multiple mt-eQTL, heart demonstrated a striking hotspot where 14 mt-encoded genes uniquely mapped to chr17 at ~85 Mbp with LOD scores ranging from 52 (mt-Nd5) to 6 (mt-Co2) (Figure 4A; listed in Supplementary file 1h). The founder allele-effect signatures for the 14 mt-eQTL at the hotspot were the same and partitioned the eight haplotypes into ‘high’ (A/J, B6, 129, WSB) versus ‘low’ (NOD, NZO, CAST, PWK) subgroups (Figure 4B), suggesting a common causal variant behind the co-mapping of the mt-eQTL. The SNP association profile for the mt-Nd5 eQTL identified a block of SNPs directly over the *Lrpprc* gene locus (Figure 4C), including one missense variant (rs33393440, Lys466Glu), which is present in the high allele subgroup (Supplementary file 1i). Taken together, these results suggest that SNPs within *Lrpprc* may be responsible for the heart-specific mt-eQTL hotspot.

We used mediation analysis to identify potential causal gene underlying physiological or molecular QTL as described (Keller et al., 2016; Keller et al., 2018; Keller et al., 2019). In mediation analysis of gene expression, trans-eQTL are conditioned on the expression of all other genes, including those at the locus to which the trans-eQTL map. If the genetic signal of the trans-eQTL decreases upon conditioning of a specific gene, that gene becomes a strong candidate as the driver of the trans-eQTL. We focused on the trans-eQTL for mt-Nd5 at the chr17 locus in heart, as this demonstrated the strongest genetic signal (Figure 4B). Mediation against *Lrpprc* resulted in a large drop in the LOD score for mt-Nd5 eQTL (Figure 4D). Similar results were observed for mediation of the other mt-eQTL to the heart hotspot (Figure 4—figure supplement 1). The allele effect patterns of the mt-Nd5 eQTL (Figure 4E) and that for the *Lrpprc* eQTL (Figure 4F) demonstrate the same, and concordant high and low haplotype subgroups. Taken together, our results in DO mice are consistent with that in the HMDP mouse cohort, and strongly suggest that LRPPRC functions as a positive driver of the mt-eQTL hotspot in heart.

### Chr7 locus affects CoQ metabolism

Finally, we analyzed the chr7 locus (26 proteins), which unlike the chr13 or chr17 loci, had no major representation of a single mitochondrial protein complex but was moderately enriched for ubiquinone biosynthesis (Figure 5A). Mapping the eigengene of the significantly associated mitochondrial proteins identified the peak SNP (rs32451909). We identified COQ7 as a strong candidate as it was the only protein exhibiting a *cis*-regulation at the locus in the region of linkage disequilibrium (Figure 5B). COQ7 catalyzes a critical step in the biosynthesis of coenzyme Q (CoQ). Among several functions, CoQ participates in electron transport facilitating ATP synthesis. CoQ also has a clear role in heart failure (Sharma et al., 2016). Phenotypically, we observed lower levels of both the eigengene and COQ7 with the GG allele (Figure 5C). This was functionally translated into higher heart weight in strains containing GG allele in both sexes under DIO stress only (Figure 5D–F). We also observed that abundance levels of other COQ proteins were strongly correlated with COQ7 protein, thus demonstrating that they are co-regulated (Figure 5G–I). At least two of these proteins, COQ3 and COQ6, are associated with the chr7 locus (Figure 5A). When we measured the CoQ levels in both the mitochondrial fractions and total heart lysates from DIO-stressed female HMDP strains (n=15 strains), we observed a significant upregulation in the levels of both CoQ9 and CoQ10 in the lysates from HMDP mice harboring the GG allele (Figure 5J). Taken together, we conclude that the chr7 locus controls CoQ metabolism *via* regulation of the COQ7 protein.

**Figure 5.**
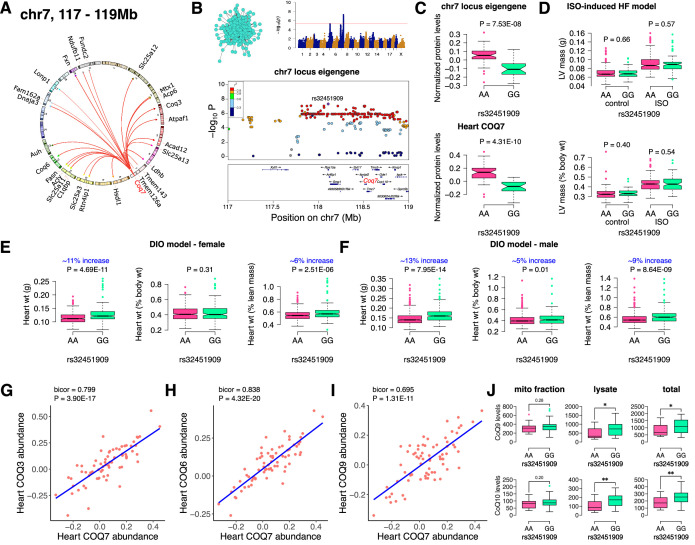
Chr7 locus affects CoQ metabolism *via* COQ7. (**A**) Circos plot showing chr7 hotspot. Each line signifies a significant association between the genetic variants and the respective protein levels with candidate genes being highlighted. (**B**) Manhattan and regional plots of chr7 locus (turquoise module) eigengene, respectively. Red line signifies genome-wide significance threshold (p<4.1E-06). The peak SNPs and the candidate genes are highlighted. Genotype distribution plots of (**C**) protein levels and eigengenes, and cardiac phenotypes from (**D**) ISO-induced HF model and (**E**) female and (**F**) male DIO model at peak SNP (rs32451909) associated with chr7 locus. Protein-by-protein correlation plots between heart COQ7 and (**G**) COQ3, (**H**) COQ6 and (**I**) COQ9 abundance levels. (**J**) Genotype distribution plots of CoQ9 or CoQ10 levels in both the mitochondrial fractions and total heart lysates from female DIO model at peak SNPs associated with chr7 (rs32451909) locus. Data are presented as (**C–F and J**) boxplots showing median and interquartile range with outliers shown as circles (n=68–72 strains for protein levels; n=92–95 strains for ISO-model; n=92–100 strains for DIO-model; n=15 strains for CoQ9 and CoQ10 levels). p Values were calculated using (**A and B**) FaST-LMM that uses Likelihood-Ratio test; (**C–F and J**) Unpaired two-tailed Student’s t test; (**G–I**) BicorAndPvalue function of the WGCNA R-package that uses Unpaired two-tailed Student’s t test.

## Discussion

We have previously used systems genetics analyses in HMDP and discovered a central role for adipose mitochondrial function in the sex differences observed in cardiometabolic traits, including obesity, insulin resistance and plasma lipids (Norheim et al., 2019; Chella Krishnan et al., 2021), and liver mitochondrial function in non-alcoholic fatty liver disease (Chella Krishnan et al., 2018). In the present study, an integrative proteomics approach was utilized in HMDP to investigate the effects of genetic regulation of mitochondrial pathways on heart function. Several conclusions have emerged. First, we identified three distinct and independent *trans*-regulating genetic loci, on chr13, chr17 and chr7, respectively. Second, our enrichment analyses suggested mechanisms perturbed by each of these loci. Thus, the chr13 locus was enriched for mitochondrial complex I, chr17 for mitoribosomes, and chr7 was enriched for ubiquinone biosynthesis. Third, our regional mapping identified NDUFS4, LRPPRC and COQ7 as candidate genes for chr13, chr17, and chr7 loci, respectively. Finally, we performed both experimental and statistical analyses to support their causal roles. Each of these points is discussed in detail below.

*Trans*-acting human pQTLs, mostly using blood/plasma proteome (Yao et al., 2018; Ruffieux et al., 2020; Zhong et al., 2020; Yang et al., 2021; Folkersen et al., 2020; He et al., 2020), and *trans*-acting human eQTLs (Aguet, 2017; Brynedal et al., 2017; Yao et al., 2017; Small et al., 2018; GTEx Consortium, 2020), have been reported, but exploring *trans*-regulatory landscapes in human studies is limited by sample size, tissue accessibility, and environmental factors. In the current study, mapping genetic loci controlling protein abundance levels in heart tissues from an inbred mouse population revealed that ~9% of available nuclear-encoded mitochondrial proteins (74/848) are significantly controlled (p<1E-6) by three genetic loci, on chr13 (26 proteins), chr17 (22 proteins) and chr7 (26 proteins), respectively. Each of these three *trans* regulating hotspots were specific for the proteome, as they were not identified in our heart transcriptome. Interestingly, two of these hotspots independently controlled mitochondrial complex I, one at the mRNA (chr17 *via* LRPPRC/SLIRP) and the other at the protein level (chr13 *via miR-27b*/NDUFS4). Finally, the chr7 locus was found to control ubiquinone metabolism *via* COQ7 protein.

Mitochondrial complex I is the first and largest (~1 MDa) protein complex of the mitochondrial electron transport chain comprised of 45 subunits, seven encoded in the mtDNA (Zhu et al., 2016; Fiedorczuk et al., 2016; Hirst, 2013). NDUFS4 is an 18 kDa accessory subunit that assembles the catalytic N-module (where NADH oxidation occurs) with the rest of the complex I. Mutations leading to the loss of NDUFS4 result in complex I deficiency (Zhu et al., 2016; Stroud et al., 2016; Gu et al., 2016; Kahlhöfer et al., 2017; Scacco et al., 2003) and are involved in cardiomyopathies, both in protective (ischemia/reperfusion injury) and detrimental roles (pressure overload) (Chouchani et al., 2014; Karamanlidis et al., 2013; Zhang et al., 2018). It was also reported that loss of NDUFS4 causes reduced complex I mediated ROS generation (ischemia/reperfusion injury) and increased protein acetylation (pressure overload), leading to their respective pathologies. Here, we demonstrate that heart-specific NDUFS4 KO mice have higher levels of NDUFAF2, which is reported to partly stabilize complex I in the absence of NDUFS4, although the resultant complex I is unstable and has reduced activity (Adjobo-Hermans et al., 2020). Taken together, we report that natural variation in NDUFS4 protein levels affect other complex I proteins resulting in reduced complex I activity and cardiac hypertrophy. On the other hand, the role of *miR-27b* on heart function is unclear. Cardiac-specific overexpression of *miR-27b* has been reported to increase pressure overload-induced cardiac hypertrophy *via* PPARG (Wang et al., 2012) but attenuated angiotensin II-induced atrial fibrosis *via* ALK5 (Wang et al., 2018). Also, whole body knockout of *miR-27b* was found to attenuate pressure overload-induced cardiac hypertrophy *via* FGF1 (Li et al., 2022), but this could be due to extracardiac effects mediated by *miR-27b-3p* such as adipocyte browning (Yu et al., 2018; Sun and Trajkovski, 2014; Kong et al., 2015). Using 100 HMDP inbred strains of mice, here we found that cardiac *miR-27b* expression was inversely correlated with heart weights and that mature *miR-27b-3p* appears to have a protective role in reducing cardiac hypertrophy *via* increasing NDUFS4 protein levels.

Mitochondria are unique organelles having their own genome that encodes for 13 protein coding genes, which are essential subunits of complexes I, III, IV, and V. Nuclear-encoded LRPPRC protein working together with the SLIRP protein helps to enable mitochondrial mRNA translation *via* promoting its polyadenylation and stability (Siira et al., 2017; Chujo et al., 2012; Ruzzenente et al., 2012). Loss-of-function mutations in LRPPRC causes Leigh syndrome, French-Canadian type that are associated with complex IV deficiency, impaired mitochondrial respiration and in some cases, neonatal cardiomyopathy, and congenital cardiac abnormalities (Mootha et al., 2003; Oláhová et al., 2015). Here, we show that natural genetic variations in a panel of inbred mouse strains at a chr17 locus (TT allele) result in higher protein levels of the LRPPRC/SLIRP complex as well as lower heart weights. This phenomenon is most likely mediated by increased expression levels of mitochondrial mRNA that coincide with reduced protein levels of mitoribosomes. We propose that since these mitochondrial mRNAs are protected by LRPPRC/SLIRP complex, fewer mitoribosomes are necessary for translation. Interestingly, although LRPPRC mutations are often associated with complex IV deficiency (Mootha et al., 2003; Oláhová et al., 2015), we observed that complex I mRNAs were also strongly regulated by the LRPPRC/SLIRP complex, in addition to complex IV mRNAs. Thus, further research on the bioenergetic consequences of LRPPRC/SLIRP loss-of-function mutations beyond complex IV deficiency are warranted.

Mitochondrial coenzyme Q, or ubiquinone or CoQ, is essential for mitochondrial electron transport chain function as it shuttles electrons from both complexes I and II to complex III. The enzyme COQ7 is responsible for catalyzing the penultimate step in CoQ biosynthesis. Here, we report that the chr7 locus (GG allele) is associated with reduced levels of COQ7 protein, which is in turn associated with increased heart weights. Interestingly, when we measured CoQ levels in these hearts, we found no differences in the mitochondrial fractions but an increase in both CoQ9 and CoQ10 levels in the lysates. Mice with a complete loss of *Coq7* expression have embryonic lethality (Nakai et al., 2001) but survive for several months after a knockout is induced in the adult (Wang et al., 2015). Interestingly, *Coq7* heterozygous knockout mice are long-lived but exhibit dysfunctional mitochondria (such as reduced respiration, reduced ATP levels and increased ROS generation) with no differences in CoQ levels despite significantly reduced COQ7 protein levels (Lapointe and Hekimi, 2008; Lapointe et al., 2009; Liu et al., 2005). Furthermore, these *Coq7* heterozygous knockout mice were found to harbor a varying distribution of CoQ9 levels in their liver mitochondria with the outer membrane having increased CoQ9 while the inner membrane had reduced CoQ9 levels (Lapointe et al., 2012). It was postulated that higher CoQ9 levels in the liver mitochondrial outer membrane may be a protective response to increased ROS levels generated in *Coq7* heterozygous knockout mice (Lapointe et al., 2012). Thus, reduced COQ7 protein levels do not necessarily associate with reduced CoQ levels but have heterogeneous sub-mitochondrial and possibly subcellular CoQ distributions. Taken together, we propose that increased heart weights in mice harboring chr7 locus (GG allele) is a result of increased ROS generation caused by reduced COQ7 protein levels. Also, the increased CoQ levels in the heart lysates of these mice might be a protective response against the oxidative stress generated by reduced COQ7 protein in these mice. Further research is warranted in understanding the purported role of COQ7 in submitochondrial and subcellular CoQ heterogeneous distribution focusing on heart pathophysiology.

In conclusion, our unbiased systems genetics analyses identified three loci regulating mitochondrial function in the heart. None of these loci were observed when transcript levels were examined, providing justification for proteomic rather than transcriptomic studies. All three loci are associated with heart mass in two independent heart stress models and/or negatively correlated with known hypertrophic markers (Supplementary file 1j). Nevertheless, the percent change in heart mass between the three loci were only of modest value. However, both heart failure and hypertrophy being complex traits are influenced by a large number of genetic factors, each exerting a small to large effect. The resulting phenotypes are therefore a sum of all impacts. So, we believe it is important to characterize modest as well as large effects. In summary, our results provide mechanistic information about the roles of previously studied genes namely, NDUFS4, LRPPRC, and COQ7, in heart failure.

## Methods

### Mice

All mice were purchased from The Jackson Laboratory and bred at UCLA according to approved institutional animal care and use committee (IACUC) protocols with daily monitoring. Both the ISO-induced HF (Rau et al., 2015; Wang et al., 2016; Rau et al., 2017) and DIO (Parks et al., 2013; Parks et al., 2015) models were previously described in detail. Briefly, for ISO-induced HF model, 8–10 weeks of age female mice were administered with isoproterenol (30 mg per kg body weight per day, Sigma) for 21 days using ALZET osmotic minipumps, which were surgically implanted intraperitoneally. For DIO model, mice were fed ad libitum a chow diet (Ralston Purina Company) until 8 weeks of age and then placed ad libitum on a high-fat/high-sucrose (HF/HS) diet (Research Diets-D12266B, New Brunswick, NJ) with 16.8% kcal protein, 51.4% kcal carbohydrate, 31.8% kcal fat for an additional 8 weeks. For heart proteomic analysis, 8–12 weeks of age female HMDP mice (72 strains, n=2–3 mice; listed in Supplementary file 1a) and 3–5 months old control and *Ndufs4*-cKO mice of both sex (n=5 each group) fed with chow diet ad libitum (Purina 5053, LabDiet) were used. All mice were maintained on a 14 hr light/10 hr dark cycle (light is on between 6 a.m. and 8 p.m.) at a temperature of 25 degrees and 30–70% humidity. On the day of the experiment, the mice were sacrificed after 4 hr fasting.

### Studies in Diversity Outbred mice

All experiments that used Diversity Outbred (DO) mice were conducted in the Biochemistry Department at the University of Wisconsin-Madison and approved by the university’s Animal Care and Use Committee as described previously (Keller et al., 2018). Briefly, 4-week-old DO mice were purchased from the Jackson Labs (stock no. 009376) and placed on a Western-style diet high in fat and sucrose (17.3% protein, 34% carbohydrate, and 44.6% kcal fat) from Envigo Teklad (TD.08811). Mice were sacrificed at ~20 weeks of age, and tissues harvested and prepared for RNA-sequencing and expression quantitative trait loci (eQTL) analysis as previously detailed (Keller et al., 2018). The expression of the 13 protein-coding mt-genes (mt-Nd1, mt-Nd2, mt-Nd3, mt-Nd4, mt-Nd4l, mt-Nd5, mt-Nd6, mt-Cytb, mt-Co1, mt-Co2, mt-Co3, and mt-Atp6, mt-Atp8) and two mt-ribosomal RNAs (mt-Rnr1, mt-Rnr2) were detected in each of the five tissues surveyed (heart, islet, skeletal muscle, adipose, and liver). Expression values for these mt-encoded transcripts in all tissues, and *Lrpprc* in heart, are provided in Supplementary file 2.

### Heart global proteomic analysis

Heart tissue from the HMDP, control and *Ndufs4*-cKO mice were lysed in 6 M guanidine HCL (Sigma; #G4505), 100 mM Tris pH 8.5 containing 10 mM tris(2-carboxyethyl)phosphine (Sigma; #75259) and 40 mM 2-chloroacetamide (Sigma; #22790) by tip-probe sonication. The lysate was heated at 95 °C for 5 min and centrifuged at 20,000 x *g* for 10 min at 4 °C. The supernatant was diluted 1:1 with water and precipitated overnight with five volumes of acetone at –20 °C. The lysate was centrifuged at 4000 x *g* for 5 min at 4 °C and the protein pellet was washed with 80% acetone. The lysate was centrifuged at 4000 x *g* for 5 min at 4 °C and the protein pellet was resuspended in Digestion Buffer (10% 2,2,2-Trifluoroethanol [Sigma; #96924] in 100 mM HEPEs pH 8.5). Protein was quantified with BCA (ThermoFisher Scientific) and normalized in Digestion Buffer to a final concentration of 2 µg/µl. Protein was digested with sequencing grade trypsin (Sigma; #T6567) and sequencing grade LysC (Wako; #129–02541) at a 1:50 enzyme:substrate ratio overnight at 37 °C with shaking at 2000 x rpm. Eight micrograms of peptide was directly labelled with 32 µg of 10-plex TMT (lot #QB211242) in 20 µl at a final concentration of 50% acetonitrile for 1.5 hr at room temperature. The reaction was de-acylated with a final concentration of 0.3% (w/v) hydroxylamine and quenched with a final concentration of 1% trifluoroacetic acid (TFA). Each 10-plex experiment contained nine different strains with a tenth reference label (131 isobaric label) made up of the same peptide digest from pooled mix of C57BL/6 J heart. Following labelling, the peptides from each of the 18 TMT 10-plex batches were pooled and purified directly by Styrene Divinylbenzene - Reversed-Phase Sulfonate (SDB-RPS) microcolumns, washed with 99% isopropanol containing 1% TFA and eluted with 80% acetonitrile containing 2% ammonium hydroxide followed by vacuum concentration. Peptides were resuspended in 2% acetonitrile containing 0.1% TFA and thirty micrograms of peptide was fractionated on an in-house fabricated 25 cm x 320 µm column packed with C18BEH particles (3 µm, Waters). Peptides were separated on a gradient of 0–30% acetonitrile containing 10 mM ammonium formate (pH 7.9) over 60 min at 6 µl/min using an Agilent 1260 HPLC and detection at 210 nm with a total of 48 fractions collected and concatenated down to 12 fractions.

### Mass spectrometry and data processing

Peptide fractions from heart were resuspended in 2% acetonitrile containing 0.1% TFA and analyzed on a Dionex ultra-high pressure liquid chromatography system coupled to an Orbitrap Lumos mass spectrometer. Briefly, peptides were separated on 40 cm x 75 µm column containing 1.9 µm C18AQ Reprosil particles on a linear gradient of 2–30% acetonitrile over 2 h. Electrospray ionization was performed at 2.3 kV with 40% RF lens and positively charged peptides detected via a full scan MS (350–1550 m/z, 1e6 AGC, 60 K resolution, 50ms injection time) followed data-dependent MS/MS analysis performed with CID of 35% normalized collision energy (NCE) (rapid scan rate, 2e4 AGC, 50ms injection time, 10ms activation time, 0.7 m/z isolation) of the top 10 most abundant peptides. Synchronous-precursor selection with MS3 (SPS-MS3) analysis was enabled with HCD of 60 NCE (100–500 m/z, 50 K resolution, 1e5 AGC, 105ms injection time) (McAlister et al., 2014). Dynamic exclusion was enabled for 60 s. Data were processed with Proteome Discoverer v2.3 and searched against the Mouse UniProt database (November 2018) using SEQUEST (Eng et al., 1994). The precursor MS tolerance were set to 20 ppm and the MS/MS tolerance was set to 0.8 Da with a maximum of 2 miss-cleavage. The peptides were searched with oxidation of methionine set as variable modification, and TMT tags on peptide N-terminus / lysine and carbamidomethylation of cysteine set as a fixed modification. All data was searched as a single batch and the peptide spectral matches (PSMs) of each database search filtered to 1% FDR using a target/decoy approach with Percolator (Käll et al., 2007). The filtered PSMs from each database search were grouped and q-values generated at the peptide level with the Qvality algorithm (Käll et al., 2009). Finally, the grouped peptide data was further filtered to 1% protein FDR using Protein Validator. Quantification was performed with the reporter ion quantification node for TMT quantification based on MS3 scans in Proteome Discoverer. TMT precision was set to 20 ppm and corrected for isotopic impurities. Only spectra with <50% co-isolation interference were used for quantification with an average signal-to-noise filter of >10. The data was filtered to retain Master proteins that were measured in at least 50 mice.

### HMDP heart mRNA and miRNA expression analysis

Using the miRNeasy Mini Kit (QIAGEN), total RNA was extracted from HMDP heart tissues. From this, global mRNA expression were analyzed as previously described (Cao et al., 2022), while the QIAseq miRNA Library Kit (QIAGEN) was used to create miRNA libraries. These libraries were then sequenced using 1x50 HiSeq sequencing. Reads were mapped using hisat2 (version 2.0.6) and counted using htseq-count (version 0.13.5). Differential expression analysis was performed with DESeq2.

### Association mapping

Genotypes for the mouse strains were obtained using the Mouse Diversity Array (Bennett et al., 2010). After filtering for quality or missing genotypes, about 200,000 remained. Genome-wide association for phenotypes and protein abundance levels was performed using Factored Spectrally Transformed Linear Mixed Models (FaST-LMM), which applies a linear mixed model to correct for population structure (Lippert et al., 2011). A cutoff value for genome-wide significance was set at 4.1E-06, as determined previously (Bennett et al., 2010).

### Cell culture and treatments

Following isolation, neonatal rat ventricular myocytes (NRVMs) were plated in DMEM containing 10% Fetal bovine serum (FBS) and 1% antibiotics overnight. The next day, NRVMs were changed to serum-free medium in the presence or absence of 100 µM phenylephrine (Sigma, Cat# P6126-10G). The cells were then transfected with miRNA control, mature *miR-27b-5p*, or *miR-27b-3p* mimics (Sigma) for 48 hr. The cell lysates were harvested for immunoblotting using primary antibodies against NDUFS4 (# sc-100567, Santa Cruz) and Actin (# 8457 S, Cell Signaling). Band densitometry was quantiﬁed using ImageJ Gel Plugin (NIH).

**Table:** 

Reagent	Mature sequence 5’ to 3’
MISSION microRNA, Negative Control 1 (miRNA control)	GGUUCGUACGUACACUGUUCA
MISSION microRNA - hsa-miR-27b* (miR-27b-5p)	AGAGCUUAGCUGAUUGGUGAAC
MISSION microRNA - hsa-miR-27b (miR-27b-3p)	UUCACAGUGGCUAAGUUCUGC

### Mitochondria isolation from frozen hearts

Twenty mg of frozen hearts were thawed in 1.4 mL of ice-cold isolation buffer (70 mM sucrose, 220 mM mannitol, 1 mM EGTA, 2 mM HEPES, pH 7.4 containing protease inhibitors). Hearts were mechanically homogenized with 20 strokes of a Dounce homogenizer at 4 °C. Homogenates were centrifuged at 1000 *g* for 10 min at 4ﹾC. Supernatant was collected (300 µL were reserved as whole lysate) and centrifuged at 10,000 *g* for 10 min at 4°C to obtain a pellet containing the mitochondria. Mitochondrial pellet was re-suspended in 1 mL of isolation buffer and re-centrifuged at 10,000 *g* for 10 min at 4°C. The mitochondrial pellet was finally re-suspended in 200 µL of isolation buffer and protein concentration determined using the BCA assay.

### CoQ extraction from whole lysate and mitochondrial enriched fractions

CoQ extraction, detection and analysis was performed as described previously (Burger et al., 2020). Briefly, 15 µg protein from mitochondrial fractions or 200 µg protein from total lysate were aliquoted into 2 mL Eppendorf tubes and volumes adjusted to 100 µL for mitochondrial fractions or 200 µL for whole lysates, and samples were kept on ice for the entire process. 20 µL of 0.1 ng/mL CoQ8 (2 ng total; Avanti Polar Lipids) were added to each sample as an internal standard. To protein aliquots ice-cold 250 µL acidified methanol (0.1% HCl in MeOH) were added to each sample, followed by 300 µL hexane and samples were thoroughly mixed by vertexing. Hexane and MeOH/water layers were separated by centrifugation at 15,000 *g* for 5 min at 4°C. The upper layer of hexane was collected and transferred to clean 2 mL Eppendorf tubes and completely dried in a GeneVac vacuum centrifuge, on a low BP point method for 40 min (20 min pre-final stage and 20 min final stage). Samples were reconstituted in 100 µL ethanol before analysis of CoQ levels by LC-MS.

### LC-MS analysis of CoQ

CoQ8, 9 and 10 levels were analyzed using a TSQ Altis triple quadrupole mass spectrometer (ThermoFisher) coupled to a Vanquish LC system (ThermoFisher). Fifteen µL of sample was injected and separated on a 2.6 μm Kinetex XB-C18 100 A column (50×2.10 mm; Phenomenex) at 45°C. Mobile Phase A consisted of 2.5 mM ammonium formate in 95% MeOH, 5% IPA and Mobile Phase B consisted of 2.4 mm ammonium formate in 100% IPA. A gradient method over 5 min was used with an initial concentration of 0% B held for 1 min before increased to 45% B over 1 min and held for 1 min, before decreasing back to 0% B over 0.5 min and column re-equilibrated over 1.5 min. Eluent was then directed into the QQQ with the following settings: source voltage = 3500 V; sheath gas 2; aux gas 2; transfer capillary temperature = 350 ﹾC. Ammonium adducts of each of the analytes were detected by SRM with Q1 and Q3 resolution set to 0.7 FWHM with the following parameters: [CoQ8 +NH4]^+^, *m/*z 744.9 → 197.1 with collision energy 32.76; [CoQ9 +NH4]^+^, *m/*z 812.9 → 197.1 with collision energy 32.76; [CoQ9H_2_+NH4]^+^, *m/*z 814.9 → 197.1 with collision energy 36.4; [CoQ10 +NH4]^+^, *m/*z 880.9 → 197.1 with collision energy 32.76; and [CoQ10H_2_+NH4]^+^, *m/*z 882.9 → 197.1 with collision energy 36.4. CoQ9 and CoQ10 were quantified in samples against a standard curve (0–1,000 nM) and normalized to spiked in CoQ8 levels (20 ng/mL) in each sample and standard. No CoQ9H_2_ and CoQ10H_2_ were detected in any of the samples, though some bleed through into these channels was detected for the oxidized analytes, though these are resolved from the reduced standard peaks (as reported previously).

### Statistical analysis

Statistical analyses were performed using Prism v9.4.0 (GraphPad Software, Inc, La Jolla, CA, USA). Errors bars plotted on graphs are presented as the mean ± SEM unless reported otherwise. The critical significance value (α) was set at 0.05, and if the p values were less than α, we reported that the observed differences were statistically significant. Correlations were calculated using biweight midcorrelation using the bicorAndPvalue function of the WGCNA package (Langfelder and Horvath, 2008).

## Data Availability

All sequencing raw data can be accessed at the Gene Expression Omnibus under accession GSE194198 (HF/HS heart HMDP RNA-seq data) and GSE207142 (HF/HS heart HMDP miRNA-seq data). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE Perez-Riverol et al., 2022 partner repository with the dataset identifiers PXD036398 (HMDP hearts) and PXD036399 (NDUFS4 KO hearts). The following datasets were generated: LusisAJ Chella KrishnanK Kaczor-UrbanowiczKE 2022Small RNA sequencing of hearts from female mice on high fat diet, from 85 strainsNCBI Gene Expression OmnibusGSE207142 LusisAJ Chella KrishnanK ParkerBL 2022HMDP heartsProteomeXchangePXD036398 LusisAJ Chella KrishnanK ParkerBL 2022NDUFS4 KO heartsProteomeXchangePXD036399 The following previously published dataset was used: LusisAJ CaoY 2022Heart profiling in HMDP (high-fat/high-sucrose diet)NCBI Gene Expression OmnibusGSE194198

# Supplementary material for: Genetic architecture of heart mitochondrial proteome influencing cardiac hypertrophy
**Source:** eLife. 2023 Jun 5;12:e82619. doi: 10.7554/eLife.82619
**Supplement:** Figure 2—source data 1. — Uncropped immunoblots probed for NDUFS4 (left) and ACTIN (right) protein levels in NRVMs transfected with mature miR-27b in the presence or absence of PE treatment. Corresponding molecular weight markers are labelled on the right side of each blot.

Figure 2, panel J

Original – uncropped

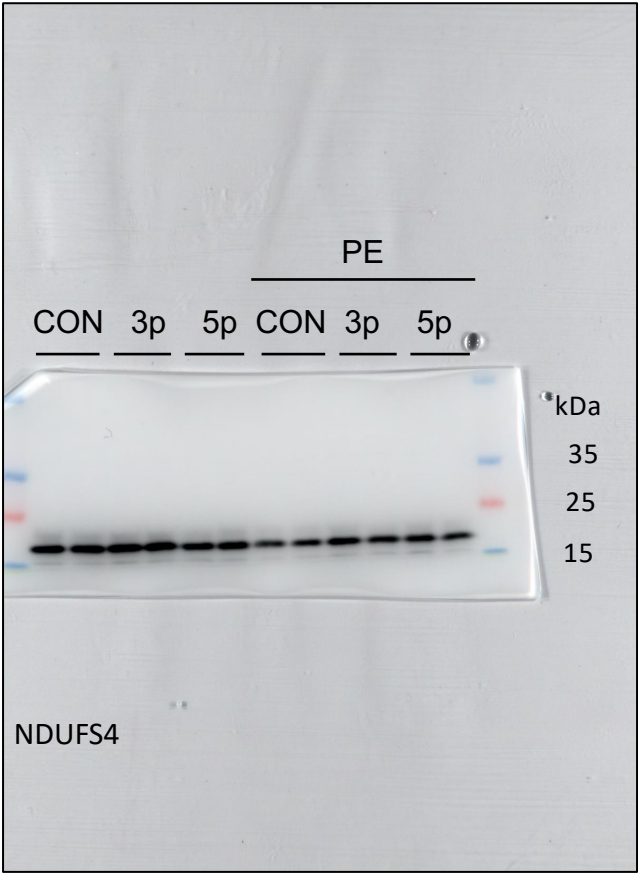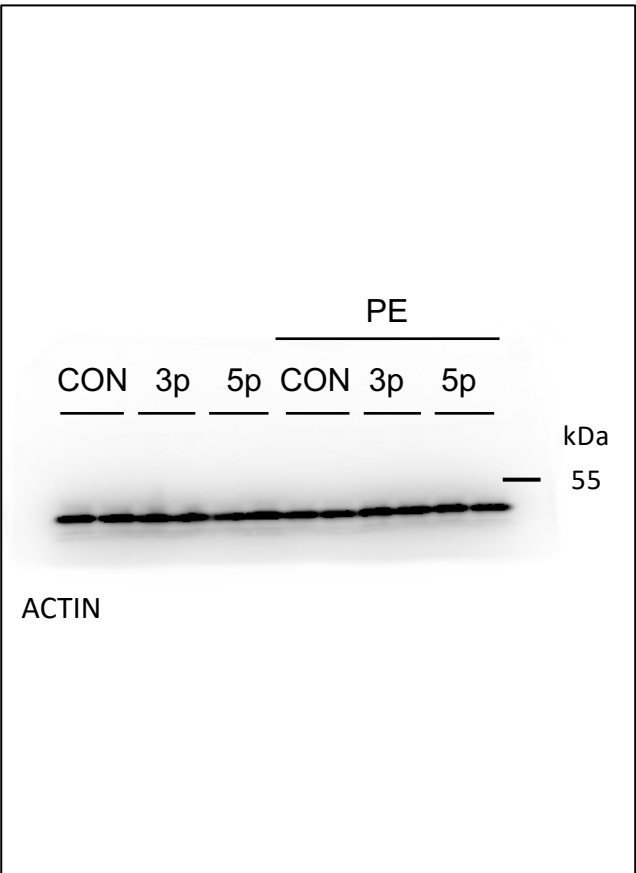

**Samples:** CON, CON, miR-27b-3p, miR-27b-3p, miR-27b-5p, miR-27b-5p  
CON (PE), CON (PE), miR-27b-3p (PE), miR-27b-3p (PE), miR-27b-5p (PE), miR-27b-5p (PE)

How the deposited data were processed for this re-analysis (not part of the article)

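MiRNA expression was measured in 85 hearts of female HMDP mice on the HF/HS diet, with 1 library per heart. The authors extracted total RNA, made QIAseq miRNA libraries, sequenced them on a HiSeq, mapped the reads with hisat2 and counted them with htseq-count. The deposited counts are whole numbers per mature miRNA, without normalization. The genome build, the miRNA annotation, adapter trimming, the strand setting of the counting and the use of the kit's molecular identifiers are not stated in the paper's text. All count columns matched a library's label.

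The totals ranged from 1457 to 30202 counts (median 12248), so a miRNA with a share under 3 counts in a library could not be told from absent in it. Intervals are 95% Wilson intervals. Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3). The filter filterByExpr, with its minimum count of 10 in at least 63 libraries and minimum total of 15, kept 51 of 548 miRNAs with counts. Log2 CPM used a prior count of 2. The trend of each miRNA with library number was fitted with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Relations with miR-27b-3p are Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples in numpy 2.4.6, adjusted by the Benjamini-Hochberg method within each family. The 3 relations with the miR-23b, miR-24 and miR-27a rows are 1 family. The values of miR-27b were tested for 2 normal components against 1 by the likelihood ratio in scikit-learn 1.9.0. The 1000 bootstrap samples were drawn from 1 normal distribution. Tables were handled with pandas 2.3.3, other tests used scipy 1.17.1 and Python 3.11.15, and the plot was drawn with matplotlib 3.10.9.

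Set before the data were examined were the tests, the lists of hypertrophy and cell type miRNAs, the rule for named miRNAs, and the alternatives: DESeq2 1.42.0 size factors, CPM without TMM, no filter, the 84 libraries with a total of at least 3062 counts, a prior count of 0.5, biweight midcorrelation, partial correlation given the log2 library total and library number, and DESeq2's Wald test for the trend. The named miRNAs are miR-27b, miR-23b and miR-24, the paralog cluster, the 5 miRNAs with the most counts, the expressed members of the lists, and the 3 miRNAs with the largest absolute r with miR-27b outside its cluster. Other miRNAs are named where a check of the libraries needs them, and were chosen after their values were seen.

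The 2 sets of libraries were defined after the data were examined, by 2-means on the first principal component of log2 CPM without miR-27b. A split at the largest gap of that component was tried before it and set aside, because it parted only 2 libraries from the rest. Library 14, with 1457 counts, lies between the sets at a score of 1.15 and was placed in set A by the 2-means rule; the lowest score in set B was 2.23. Leaving out the 2 libraries farthest from the median of miR-27b, over all libraries and within each set, was added as a check. GC content was taken from the side of the precursor that holds the arm, in the GENCODE M21 annotation of GRCm38, for 50 of the 51 miRNAs, since mature sequences were not used here.

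The trend test was tested on simulated data drawn from the real means and totals. The simulated libraries varied less than the real ones, whose common coefficient of variation beyond counting error was 42.4%, and they held no sets. The calls below are thus for cleaner data than the real ones. With 200 of the miRNAs given a slope of 0.15 log2 per 10 libraries, 21 of 21 changed miRNAs among the 56 tested were called in the right direction, and 9 of 35 unchanged ones were also called, so calls are not specific where abundant miRNAs change. With 10 changed miRNAs outside the 5 with the most counts, 10 of 10 were called and 0 of 48 unchanged ones. In simulated correlations over 200 variables, 20 of 20 related ones, made with an r of 0.6, were called and 2 of 180 unrelated ones. Weaker relations were not simulated. A made dependence on GC content gave a rho of -0.418 over 50 miRNAs, and one without it gave -0.0663.

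Genotype and heart weight were not used here, so Figures 2H and 2I were not re-derived. Values of Diversity Outbred (DO) mice come from Supplementary file 2 and are used only in the closing section.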

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

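The tests in this part were chosen after the results were seen.

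The libraries fell into 2 sets by their overall miRNA expression, which the paper does not report on. The first principal component held 75.0% of the variance and the following one 3.72%. The 58 libraries of set A and 27 of set B follow each other by library number in 8 runs, where shuffled sets gave a median of 38 (one-sided permutation test, p = 1e-05, the smallest it can give). This fits an order-dependent cause, such as a library batch or a cohort of animals, and the labels do not separate these. Library depth is argued against as the whole cause. The totals of set B, 5442 to 19245 counts, lay within those of set A, 1457 to 30202 counts. The score followed the log2 total within each set (r = -0.437, permutation p = 0.0013, n = 58 and r = -0.448, permutation p = 0.019, n = 27). Given the total, the sets differed by 8.00 on the component (standard error 0.292), against 8.27 without it. The sets were made from this component, so that difference cannot decide on depth. A different mix of cells would move markers of one cell type together. From pooled counts, the smooth muscle markers miR-143-3p and miR-145a-5p moved apart by 1.77 on the log2 scale between the sets (bootstrap standard error 0.11), and the cardiomyocyte markers miR-1a-3p and miR-133a-3p by 1.89 (standard error 0.14). The leukocyte markers miR-142a-3p and miR-223-3p moved apart by 4.09 (standard error 0.25). Altered transcription alone would move the arms of a precursor together, but they moved apart by over 2 standard errors in 6 of the 8 precursors with at least 500 counts on each arm. The difference of the 3p from the 5p arm was largest in size in miR-30e, at -2.45 (standard error 0.14). The difference between the sets fell with the GC content of the arm's side of the precursor (rho = -0.354, permutation p = 0.013; r = -0.359, permutation p = 0.01), across 50 miRNAs, which are not independent replicates. A candidate explanation is thus a step of RNA or library preparation that treats miRNAs by their base composition. Whether strains differ between the sets was not tested, so a difference between cohorts or strains stays open.

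MiR-1b-5p, which the paper does not discuss, held 22.0% of all counts, more than miR-1a-3p with 17.7%. Mir1b lies on the plus strand of chromosome 18 from 10785446 to 10785567 (GRCm38), opposite Mir1a-2, whose 72 bases it covers. The ratio of their counts ranged from 0.904 to 1.58 over the libraries, and the other arm, miR-1b-3p, had 8 counts. MiR-1b-5p followed miR-1a-3p with r = 0.813 in set A and 0.957 in set B, and the next closest miRNA with 0.570 and 0.884. A candidate explanation is that reads were mapped or counted without regard to strand. MiR-126b-3p, opposite miR-126a, had 23983 counts and miR-3074-5p, opposite miR-24, had 989, so counts of these rows are uncertain. No biological explanation was tested.

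MiR-122-5p, a liver miRNA that the paper does not discuss, reached 46 counts in a library and was above 3 counts in 34 of the 85 libraries, with a median of 3. Its counts varied more than the totals give, with a chi-square of 12.6 per degree of freedom, against 1.24 for miR-9-5p, a neuronal miRNA above 3 counts in 38 libraries. Neither a technical nor a biological explanation was tested.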

How the results depend on the processing

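The sets of libraries, every alternative for a value within or between them, and leaving out 1 or 2 libraries far from the median of miR-27b were chosen after seeing the data. Over the main results and their alternatives, 57 values kept their direction and side of the threshold or moved little, 17 changed direction, 10 no longer passed the threshold, 1 newly passed it and 25 counts moved by more than 1.5 times. For single miRNAs and transcripts, 155 values kept theirs, 39 changed direction, 18 no longer passed and 17 newly passed. Lists of miRNAs were compared by their counts alone, so a count that moved little can hold other miRNAs or other signs. The median of miR-27b-3p kept within its SD under every alternative run, from 12.94 in set B to 13.19 in set A, and the share of the 3p arm was 99.9% also in the 84 deeper libraries. Where a value below changed with a setting, the cause was not tested.

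The r of miR-27b with miR-23b, -0.0345 over all libraries, became 0.342 with CPM without TMM, 0.0509 as a partial correlation, 0.341 in set A, 0.349 in set B, 0.239 in set A without library 14, 0.240 in set A without library 46, 0.0862 in set A without both, 0.483 in set B without its 2 farthest, and -0.245 over all libraries without the 2 farthest. With miR-24, -0.0352 became 0.353 with CPM without TMM, 0.0939 with no filter, 0.0221 in the deeper libraries, 0.0465 as a partial correlation, 0.0196 in set A, 0.149 in set A without library 14, 0.456 in set B and 0.194 in set B without its 2 farthest. With miR-27a, 0.303 became 0.199 with CPM without TMM, 0.0933 in set A, 0.109 in set B, 0.133 in set A and 0.280 in set B without their 2 farthest, 0.133 in set A without library 14 and 0.0829 in set A without library 46, none of them past the threshold.

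Of the miRNAs correlated with miR-27b, 26 of 50 passed the threshold over all libraries, 13 with CPM without TMM, 84 of 547 with no filter, 17 as partial correlations, 3 in set A, 2 in set B, 0 in set A without its 2 farthest (3 at an unadjusted p under 0.05) and 1 in set B without its 2 farthest. Of the hypertrophy miRNAs, 3 of 7 passed, against 5 with DESeq2 size factors, biweight midcorrelation or without the 2 farthest libraries. With no filter 9 of 15 passed, and 1 as partial correlations. In set A 0 passed (0 unadjusted), with or without its 2 farthest, and 0 in set B without its 2 farthest (2 unadjusted). With CPM without TMM 4 passed, none of them among the 3, and miR-199a-3p and miR-199b-3p of the 4 may hold the same reads. Of the cell type markers, 6 of 9 passed, against 1 with CPM without TMM, 16 of 20 with no filter, 3 as partial correlations, 0 in set A (1 unadjusted), with or without its 2 farthest, 1 in set B and 0 in set B without its 2 farthest (1 unadjusted). The trend with library number called 44 of 51 miRNAs, 99 of 548 with no filter, 23 in set A and 17 in set B. With CPM without TMM, 15 rose and 29 fell, against 21 and 23. The difference of miR-27b-3p between set A and set B, 0.21 on the log2 scale, was 0.28 with DESeq2 size factors, 0.43 with no filter, 0.23 in the deeper libraries and 0.22 with a prior count of 0.5, and -0.0641 with CPM without TMM (permutation p = 0.37). The likelihood ratio for 2 normal components of miR-27b values, 9.68, was no longer past the threshold with no filter (3.85), in the deeper libraries (6.90) or in set B (1.02). It stayed past it with CPM without TMM (25.5), with DESeq2 size factors (7.52) and in set A (19.4).

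For single miRNAs, the r with miR-27b changed sign as follows. With CPM without TMM, it was -0.0504 for miR-21a-5p, 0.334 for miR-199a-3p, 0.322 for miR-199b-3p, 0.301 for miR-23a-3p, -0.276 for miR-1a-3p, 0.188 for miR-133a-3p, -0.00581 for miR-29c-3p, -0.140 for miR-208a-3p, 0.130 for miR-145a-5p, -0.0485 for miR-451a and -0.134 for miR-142a-3p. In the deeper libraries it was -0.00276 for miR-451a. As a partial correlation it was 0.107 for miR-199a-3p, 0.0763 for miR-199b-3p and -0.0379 for miR-451a. In set A it was 0.0811 for miR-199a-3p, 0.0645 for miR-199b-3p, 0.156 for miR-23a-3p, -0.171 for miR-1a-3p, -0.0691 for miR-208a-3p, -0.0158 for miR-451a and -0.0100 for miR-142a-3p. In set B it was -0.443 for miR-21a-5p, 0.454 for miR-199a-3p, 0.411 for miR-199b-3p, 0.334 for miR-23a-3p, -0.297 for miR-1a-3p, 0.448 for miR-133a-3p, -0.157 for miR-29c-3p, -0.287 for miR-208a-3p, -0.0403 for miR-499-5p, -0.0599 for miR-143-3p, 0.164 for miR-145a-5p, -0.372 for miR-451a, -0.576 for miR-142a-3p and -0.154 for miR-29b-3p. The trend of miR-27b with library number, 0.0219 log2 per 10 libraries (adjusted p 0.0891), passed the threshold with DESeq2 size factors (0.0338, adjusted p 0.00861), with no filter (0.0580, adjusted p 0.00342) and with DESeq2's Wald test (0.0333, adjusted p 0.00715). It changed direction with CPM without TMM (-0.0101, adjusted p 0.442) and in set B (-0.0183, adjusted p 0.416). In DO hearts, all 15 transcripts passed the threshold with Lrpprc, mt-Co2 and mt-Nd4l within the larger cluster of mice, by Pearson's r, Spearman's rho, biweight midcorrelation and without the 2 farthest mice, and 13 with all mice pooled, where r was -0.00823 for mt-Nd4l. Depth limits the share of the 5p arm in single libraries, since a count of 0 in a library of median counts allows up to 2.78%.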

Differences from the paper's values

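The share of miR-27b-5p in the counts of both arms was 0.0713%, against the paper's 1.2%, which the paper takes from a database and not from these hearts. The alternative set before the data were examined, the 84 libraries with a total of at least 3062 counts, gave 0.0714%. It kept all 7 counts of the 5p arm and 9802 of the 9809 counts of the 3p arm, so it could not have closed the gap.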

Other observations

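The tests of what causes the trend, of equal counts and of the low DO mice, and every value within a set of libraries, were chosen only after the results were seen.

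With library number as a covariate, 44 of 51 miRNAs had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 21 rising and 23 falling. Of 100 orders of the library numbers, 1 gave as many, the real one, and the next largest count was 17. With the set as a covariate 34 were still called, and 39 with the log2 total as a covariate, so neither is the whole cause. Animal numbers rise with library number, so a cohort of animals and an order of preparation stay open. In simulated data, unchanged miRNAs were also called where abundant miRNAs changed, so the calls do not name single miRNAs.

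MiR-27b, miR-23b and miR-24-1 are neighbours on chromosome 13. The end of the Mir24-1 precursor that holds the 3p arm is also in the precursor of Mir24-2 on chromosome 8. Counts of miR-24-3p can therefore come from either locus. Over the 85 libraries, the r of miR-27b-3p was -0.0345 with miR-23b-3p (rho = -0.181, permutation p = 0.098) and -0.0352 with miR-24-3p (rho = -0.149, permutation p = 0.17). With miR-27a-3p of the other cluster it was 0.303 (rho = 0.399, permutation p = 0.00011, adjusted p of r 0.0139). From pooled counts with TMM, set A differed from set B by 0.269 on the log2 scale for miR-27b-3p (bootstrap standard error 0.048). For miR-23b-3p it differed by -0.945 (standard error 0.097), so the 2 moved apart by 1.21 (standard error 0.093). Such a shift lowers r over all libraries, so a low r there does not argue against a common transcript. The r with miR-23b-3p and miR-24-3p depended on the setting. With CPM without TMM they were 0.342 and 0.353, both past the threshold (permutation test, adjusted p 0.00174). Without the 2 libraries farthest from the median of miR-27b, r with miR-23b-3p was -0.245 and passed in the other direction (adjusted p 0.0376). With miR-23b-3p, r was 0.341 in set A (permutation p = 0.009, adjusted p 0.0271; rho = 0.206, permutation p = 0.12) and 0.349 in set B (permutation p = 0.074, adjusted p 0.111; rho = 0.454, permutation p = 0.018), so r passed the threshold in set A, and with miR-27a-3p it was 0.0933 and 0.109. The relation in set A rests on libraries 14 and 46, since r was 0.0862 without them (adjusted p 0.748), 0.239 without library 14 and 0.240 without library 46 (adjusted p 0.224 and 0.217). In set B r was 0.483 without its 2 farthest libraries and passed the threshold (adjusted p 0.0426). With miR-24-3p, r was 0.0196 in set A and 0.456 in set B (permutation p = 0.017, adjusted p 0.051; 0.194 without its 2 farthest libraries). The r with miR-23b-3p exceeded that with miR-27a-3p by 0.247 in set A, which is under 2 bootstrap standard errors of 0.209, so reads shared between paralogs and a common transcript cannot be told apart. MiR-1a-3p, encoded at 2 loci, ranked 2 by counts, which argues against the counting having left out reads with several matches.

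Of the hypertrophy miRNAs, 3 of 7 expressed members correlated with miR-27b over all libraries, adjusted over the list alone, and 3 over all miRNAs tested. These were miR-21a-5p, miR-133a-3p and miR-29c-3p. With CPM without TMM none of these passed, but miR-199a-3p, miR-199b-3p, miR-23a-3p and miR-1a-3p did (permutation test, adjusted p from 0.00854 to 0.0293). The rows of miR-199a-3p and miR-199b-3p may hold the same reads, as given below, so they are not separate members of the list. In set A none of the list passed (0 at an unadjusted p under 0.05). In set B 3 passed over the list alone and 0 over all miRNAs. Of these, miR-21a-5p (-0.443) and miR-133a-3p (0.448) had the opposite sign to that over all libraries. Of the cell type markers, 6 of 9 did over all libraries, adjusted over the list alone, and 6 over all miRNAs tested. In set A 0 did (1 unadjusted, miR-143-3p with an r of 0.358, permutation p = 0.0058, adjusted p 0.0524, close to the threshold). In set B 1 did, miR-142a-3p with an r of -0.576 (permutation p = 0.0017, adjusted p 0.0154); without the 2 farthest libraries of set B, 0 did (1 unadjusted). The 3 miRNAs with the largest absolute r over all libraries were miR-148a-3p (0.458), miR-29b-3p (0.426) and miR-143-3p (0.414), with 0.360, 0.501 and 0.358 in set A and 0.246, -0.154 and -0.0599 in set B. With CPM without TMM, r was 0.156 for miR-148a-3p (permutation p = 0.15) and 0.0688 for miR-29b-3p (permutation p = 0.54), neither past the threshold, and 0.332 for miR-143-3p. Of all 50 miRNAs, 26 passed over all libraries, 3 in set A and 2 in set B, which hold fewer libraries; whether r differs between the sets was not tested for these. Among markers of other tissues, miR-206-3p and miR-124-5p had 1 count each, miR-375-3p none, and miR-200a-3p, miR-200b-3p, miR-141-3p and miR-429-3p had 43, 15, 53 and 7 over all libraries.

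The spread of miR-27b between hearts was larger than counting error, with a chi-square of 3.85 per degree of freedom. Depth cannot be told apart from other causes, since r with the log2 total was 0.208 (permutation p = 0.058). A mix of cell types cannot be told apart either, since 0 markers passed in set A with miR-143-3p close to the threshold, 1 did in set B, and 6 did over all libraries, where the sets also differ. The values of miR-27b gave a likelihood ratio of 9.68 for 2 normal components against 1 (bootstrap p = 0.014), 19.4 in set A and 1.02 in set B. A skew or a few low libraries could also give this, since the comparison is with 1 normal distribution. Set A was not tested again without its 2 farthest libraries, so clusters cannot be told from these. No genotype was used.

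MiR-199a-3p and miR-199b-3p had 9607 and 9327 counts, and miR-486a-5p and miR-486b-5p 1322 each, equal in every library. The split of the miR-199 rows had a chi-square of 1.83 over 84 degrees of freedom (lower-tail p = 6.6e-54), far less than a random split gives. A candidate explanation is that the same reads were counted on both rows.

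In the paper's Supplementary file 2, Lrpprc correlated with 13 of the 15 mt-encoded transcripts over all 483 DO hearts, and with mt-Co2 and mt-Nd4l within clusters of mice. For the 13, r ranged from 0.143 for mt-Rnr1 to 0.619 for mt-Nd5 (rho = 0.129 and 0.646; permutation p = 0.0014 and 1e-05, the smallest it can give; adjusted p 0.0014 and 1.1e-05; r = 0.149 and 0.620 without the 2 mice farthest from the median of Lrpprc). Mice fell into clusters for mt-Co2 (90 low, up to 10.9, against 16.3 and above) and mt-Nd4l (102 low), with a gap of at least 1 unit that was set after seeing the values. Within the clusters r was 0.305 in 393 mice and 0.396 in 90 for mt-Co2, and 0.533 in 381 and 0.385 in 102 for mt-Nd4l, but over all mice it was 0.0519 and -0.00823 (permutation p = 0.25 and 0.86). The same mice were low for mt-Co2 in skeletal muscle and liver, with 0 discordant mice (Fisher's exact test, p = 3.51e-98 and 4.39e-100). This fits a property of the mouse such as its mitochondrial genome. In adipose no clusters were found for mt-Co2, but the mice low in heart had a median -5.52 from the rest (permutation p = 1e-05). For mt-Nd4l, 1 mouse was low in heart and not in adipose, and 0 mice were discordant in skeletal muscle and liver. In islets, the mice low in heart had an mt-Co2 median -0.641 from the rest (permutation p = 1e-05, the smallest it can give), against -7.19 in heart, and for mt-Nd4l it was 0.306 higher (permutation p = 0.0012). Whether the property reaches islets cannot be told apart from other differences, since mt-Co2 was lower there by far less and mt-Nd4l went the other way. A difference in how islets were processed was not tested.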
